A study of Mus musculus with 6 samples. Its data were reported in "SMCHD1 has separable roles in chromatin architecture and gene silencing that could be targeted in disease" (2023).

How the data were processed

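In situ Hi-C, a genome-wide form of chromosome conformation capture in which crosslinked chromatin is cut, religated and sequenced as read pairs, was performed in female mouse neural stem cells (NSCs). The cells were derived from the cortices of embryos, kept at low passage and crosslinked with formaldehyde. The labels place the 6 libraries in 2 groups of 3 differently named cell lines. Both groups carry a GFP tag on the endogenous SMCHD1 protein. WT lines have an otherwise normal *Smchd1* gene, and MommeD43 lines are homozygous for the *MommeD43* missense mutation. Chromatin was cut with MboI, an enzyme that cuts at GATC.

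The authors mapped and filtered the read pairs against mm10 with HiCUP, counted them into pairs of bins of 1 Mb and removed bin pairs of low abundance, using interchromosomal counts as the measure of nonspecific ligation. The authors normalized the libraries with LOESS, with the same-bin pairs on the matrix diagonal treated separately, and tested MommeD43 against WT with the quasi-likelihood F test of edgeR as called by diffHic. The 1 file used here is the authors' table of the bin pairs that passed a false discovery rate (FDR) of 0.1. It holds the position of both bins, the genes in each bin and the statistics of the comparison. The fold changes deposited by the authors are on the log2 scale, MommeD43 over WT, and their average abundances are log2 CPM over all libraries, where CPM is the read pairs of a bin pair scaled to the library total. The deposited p-values are raw, and the deposited FDR is the Benjamini-Hochberg adjusted p-value over all bin pairs tested. The F statistic was read as a score deposited by the authors. The file has 0 columns of values for single libraries, so the read depth of each library is unknown here, no replicate means or standard deviations are given, and no fit could be repeated with other libraries, covariates or normalization.

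Bin positions are given as in the file, counted from 1. All 72 distinct bins of the table start with GATC in the GRCm38 (mm10) reference sequence, 71 end with GATC and the remaining 1 ends at the end of its chromosome, so the reference and the deposited coordinates share a build. The median bin length was 999943.5 bp. Gene names of bins are those listed in the file. The genes listed for some bins are not reported here. The GRCm38.p6 RefSeq gene table was used only for the positions of *Xist*, *Firre*, *Dxz4* and *Smchd1* and for the gene families named below.

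From the deposited values, the following was computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. An approximate standard error (SE) of each log2 fold change was taken as its size divided by the square root of F. The number of bin pairs tested was recovered as the largest product of FDR and rank divided by the p-value. The denominator degrees of freedom of each F test were recovered from F and its p-value. Distance was the difference between bin starts, and 1 Mb was added before taking log10. The expected share of a chromosome was its share of all same-chromosome pairs of 1 Mb bins with at least 50% known bases. Shares have 95% Wilson intervals, which cover counting error only.

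Shares were tested with an exact two-sided binomial test, directions with a two-sided Fisher's exact test and medians with a two-sided permutation test with 100000 resamples (exact enumeration for small groups). Shared bins and gene families were tested with one-sided permutation tests, in which the same interactions were placed 10000 times at random positions of their own chromosomes, keeping their distances. Interactions are not independent replicates, since neighbouring bin pairs share read pairs and chromatin, and these tests describe the table. The 7 tests fixed in advance were adjusted together by the Benjamini-Hochberg method. The recovery of test numbers and degrees of freedom and the placement permutation test were tested on simulated data. In 138553 simulated bin pairs with 200 changed, 190 changed pairs were called at FDR 0.1 and the number of tests was recovered as 138553. Of 200 simulated tables with a bin shared by 8 of 45 interactions, 200 gave a placement p-value under 0.05, against 2 of 200 without one. The simulated tables without a shared bin placed interactions independently, as the test itself does. They do not show how the test behaves when neighbouring bin pairs change together.

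Interactions named in the text were chosen by a rule written before the data were examined: the 5 strengthened and 5 weakened interactions with the smallest p-values, the largest change in each direction, every interaction with an anchor gene of the *Hox*, *Pcdh*, *Olfr* or *Krt* families, and at most 5 of the bins shared by 3 or more interactions. Alternatives tried were stricter thresholds, merging of neighbouring bin pairs, removal of pairs under 2 Mb apart, removal of interactions at or below an abundance of 0.19 log2 CPM (the lower quartile), other expected shares and other subsets. The replicate block, the removal of single libraries and DESeq2 size factors, planned in case values per library were present, were not run. Comparisons with *Smchd1* deletion, compartments, domains and the 100 kb resolution were not analysed here.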

Results

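To ask whether the *MommeD43* mutation alters long-range chromatin interactions, in situ Hi-C was compared between female MommeD43 NSCs and WT NSCs (n = 3 cell lines each). The data analysed were the differential interactions called by the authors between bins of about 1 Mb. An interaction with a positive log2 fold change had more normalized read pairs in MommeD43 cells and is called strengthened, and one with a negative log2 fold change is called weakened. The deposited FDR values correspond to 138553 bin pairs tested. The genome has 177771 same-chromosome bin pairs at this resolution, although the table does not say which pairs were tested.

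The authors' deposited table holds 61 differential interactions at FDR < 0.1, or 0.0440% of the bin pairs tested. At this threshold, about 6.1 of the 61 would be false. All joined bins of the same chromosome, and 0 were interchromosomal. In MommeD43 cells, 47 interactions (77.0%) were strengthened and 14 were weakened. A minimum absolute log2 fold change of 1 moved this count most, leaving 0 interactions. At stricter FDR thresholds, 14 interactions (9 strengthened, 5 weakened) passed 0.05 and 2, both weakened, passed 0.01. The median absolute log2 fold change was 0.66, the range in the authors' deposited table was 0.21 to 1.00, and the approximate SE ranged from 0.0403 to 0.206. Average abundance in the authors' deposited table ranged from −1.12 to 7.72 log2 CPM. Absolute log2 fold change fell with abundance across interactions (Pearson r = −0.88, Spearman rho = −0.93, permutation p = 1e-05 for both, the smallest that 100000 resamples can give). The relation was similar within the X chromosome (r = −0.95) and within autosomes (r = −0.90), and r was −0.88 without the 2 interactions farthest from the median abundance. Interactions are not independent replicates, and a small change passes the threshold only where read pairs are many.

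Of the 61 interactions, 31 (50.8%, 95% Wilson interval 38.6 to 62.9%) had both anchors on the X chromosome. The X chromosome holds 7.89% of same-chromosome bin pairs, and the share exceeded this value (exact two-sided binomial test, p = 1.39e-18, adjusted p = 9.73e-18). The expected share was 7.36% when bin pairs were taken at the same distances. Chromosome 13 held 15 of the 30 autosomal interactions (50%, 95% Wilson interval 33.2 to 66.8%), against 4.29% of autosomal bin pairs (exact two-sided binomial test, p = 2.55e-13). Chromosome 13 was singled out after its values were seen. Its expected share was 4.79% when autosomal bin pairs were taken at the same distances. In all, 10 autosomes had interactions and 9 had none, and outside chromosome 13 no autosome had more than 3. No interaction lay on chromosome 17, where *Smchd1* itself is located (mm10 chromosome 17, 71344489 to 71475366).

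**Figure D1:**
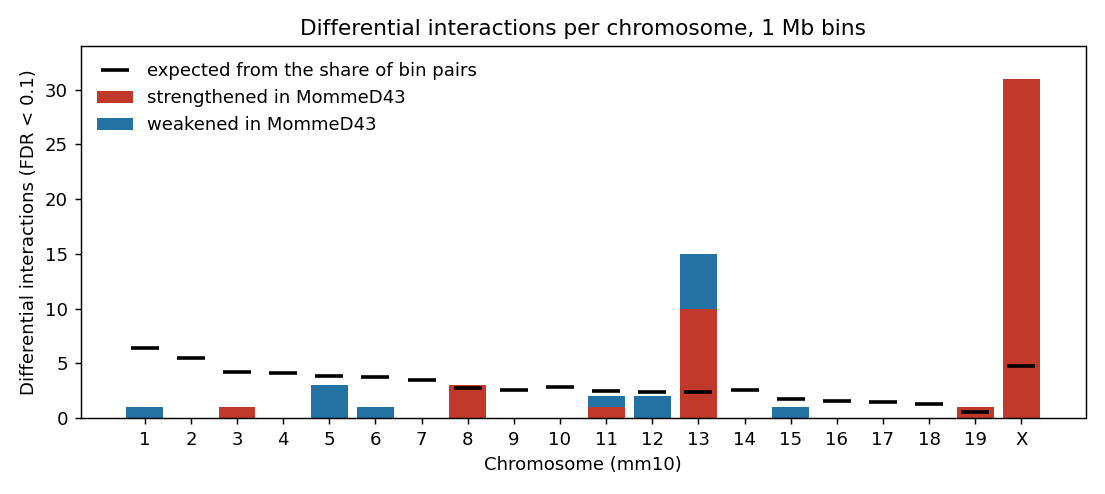
Number of differential interactions (y axis) on each mm10 chromosome (x axis), with strengthened interactions in red, weakened ones in blue, and a black line at the number expected from the share of same-chromosome bin pairs. The X chromosome has 31 interactions where 4.81 would be expected and chromosome 13 has 15 where 2.41 would be expected.

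The direction of change differed between the X chromosome and autosomes. All 31 X-linked interactions were strengthened. Of the 30 autosomal interactions, 16 were strengthened (53.3%) and 14 were weakened. The difference of 46.7 percentage points was larger than expected by chance (two-sided Fisher's exact test, p = 6.46e-06, adjusted p = 2.26e-05). It was 60 percentage points without chromosome 13. At FDR < 0.05, with 14 interactions left, the difference was 55.6 percentage points, and all X-linked interactions were again strengthened. The p-value of 0.0859 (two-sided Fisher's exact test) is the smallest that these 14 interactions allow in this direction, so the test could not pass.

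X-linked interactions spanned long distances, with a median of 61 Mb and a range of 3.00 to 110 Mb. No same-bin or adjacent-bin pair of the X chromosome was in the table, whereas autosomes had 4 of each. Across all chromosomes, strengthened interactions spanned a median of 56.0 Mb and weakened ones a median of 7.50 Mb (permutation test of log10 distance, p = 0.00230, adjusted p = 0.00400). Direction and chromosome are not separable here, since no X-linked interaction was weakened. Within autosomes, the medians were 29.5 Mb for the 16 strengthened and 7.50 Mb for the 14 weakened interactions, and this difference did not pass the test (permutation test, p = 0.123).

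**Figure D2:**
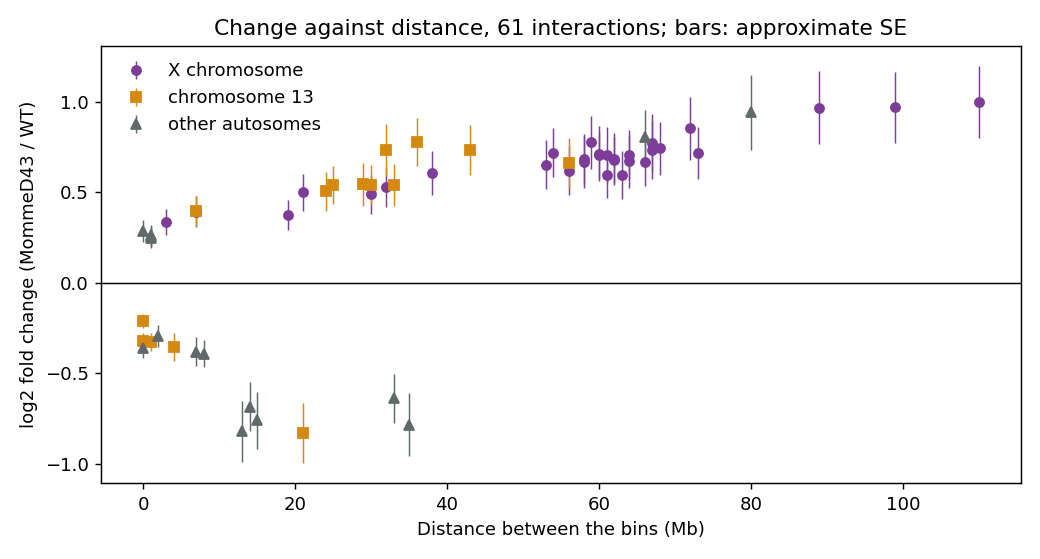
Log2 fold change (MommeD43 over WT, y axis) of each of the 61 interactions against the distance between its bins in Mb (x axis), with X-linked interactions as circles, chromosome 13 as squares, other autosomes as triangles, and bars showing the approximate SE. All X-linked points lie above 0, and weakened interactions lie at 35 Mb or less.

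The median absolute log2 fold change was 0.68 on the X chromosome and 0.54 on autosomes (difference 0.14, permutation test, p = 0.0250, adjusted p = 0.0292). X-linked interactions also had a lower median abundance (0.37 against 1.20 log2 CPM, permutation test, p = 0.00286, adjusted p = 0.00400). Neither difference passed the test once pairs under 2 Mb apart were left out (permutation tests, p = 0.371 for size and p = 0.188 for abundance).

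Among strengthened interactions, the smallest p-value in the authors' deposited table belonged to chromosome 13 bins 100000155 to 100999677 and 63999720 to 65000156 (log2 fold change 0.78, approximate SE 0.134, FDR 0.0191). It was followed in the authors' deposited table by X chromosome bins 159999618 to 161000066 and 100000797 to 101000119 (log2 fold change 0.70, approximate SE 0.126, FDR 0.0303). The next 3 in the authors' deposited table, all with an FDR of 0.0469, joined X chromosome bins starting at 162000261 and 100000797 (log2 fold change 0.68), chromosome 8 bins starting at 80000487 and 14000058 (0.80), and X chromosome bins starting at 162999951 and 103999836 (0.77). The largest increase in the authors' deposited table was between X chromosome bins starting at 161000063 and 51000007, 110 Mb apart (log2 fold change 1.00, approximate SE 0.198, FDR 0.0529).

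The 5 weakened interactions with the smallest p-values joined bins 0 to 8 Mb apart. The smallest p-value of the authors' deposited table was that of contacts within the chromosome 13 bin 94999721 to 95999718, whose listed genes include *F2r*, *Iqgap2* and *Pde8b* (log2 fold change −0.32, approximate SE 0.0419, p = 7.69e-10, FDR 0.000106). Contacts of this bin with the adjacent bin 95999715 to 97000151 were weakened to a similar degree in the authors' deposited table (log2 fold change −0.33, FDR 0.00491). The other 3 in the authors' deposited table were contacts within the last bin of chromosome 5, 151000018 to 151834684 (log2 fold change −0.36, FDR 0.0138), contacts within the chromosome 13 bin 98999960 to 100000158 (−0.21, FDR 0.0469), and contacts between chromosome 5 bins starting at 126999954 and 119000704, the latter with *Tbx3* and *Tbx5* (−0.39, FDR 0.0482). The largest decrease in the authors' deposited table was between chromosome 13 bins 43000054 to 44000264 and 21999875 to 22999939, the latter with *Vmn1r* and histone genes (log2 fold change −0.83, approximate SE 0.167, FDR 0.0529). The latter bin was at the 95.8th percentile of chromosome 13 bins for 75-base words repeated on the chromosome. This is above the limit of the 95th percentile set for repeated sequence, so reads shared between repeats are not excluded for this interaction.

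Few bins took part in many interactions. Of the 72 bins, 47 took part in 1 interaction and 8 in 3 or more. The most interactions on 1 bin was 8, reached by 2 bins, whereas the median of random placements was 3 and their maximum was 6 (one-sided placement permutation test, p = 0.0001, the smallest that 10000 placements can give, adjusted p = 0.000233). With neighbouring bin pairs merged, the maximum was 4 (one-sided placement permutation test, p = 0.0141). The first of these bins, chromosome 13 100000155 to 100999677, lists *Naip1*, *Naip2*, *Naip5*, *Naip6*, *Smn1* and *Ocln* among its genes and was at the 86.4th percentile of chromosome 13 bins for 75-base words repeated on the chromosome. Its 8 partners lay 24 to 43 Mb away, and all 8 interactions were strengthened, with log2 fold changes of 0.50 to 0.78 in the authors' deposited table. The second was X chromosome 103999836 to 105000271, and its 8 interactions were strengthened by 0.49 to 0.77 on the log2 scale in the authors' deposited table. The X chromosome bin 100000797 to 101000119, with *Eda* and *Kif4*, followed with 5 strengthened interactions, and the bin 166000266 to 167000013, with *Gpm6b* and *Ofd1*, with 4. Another 4 bins had 3 each, among them the chromosome 13 bin 67000175 to 67999933, with many *Zfp* genes, whose 3 interactions were strengthened. Of the 31 X-linked interactions, 17 joined the region from 93000031 to 107000343 with the region from 159999618 to 168000194. These regions hold the largest group of X-linked interactions with both bins within 5 bins of another member, a rule chosen after the map was seen.

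**Figure D3:**
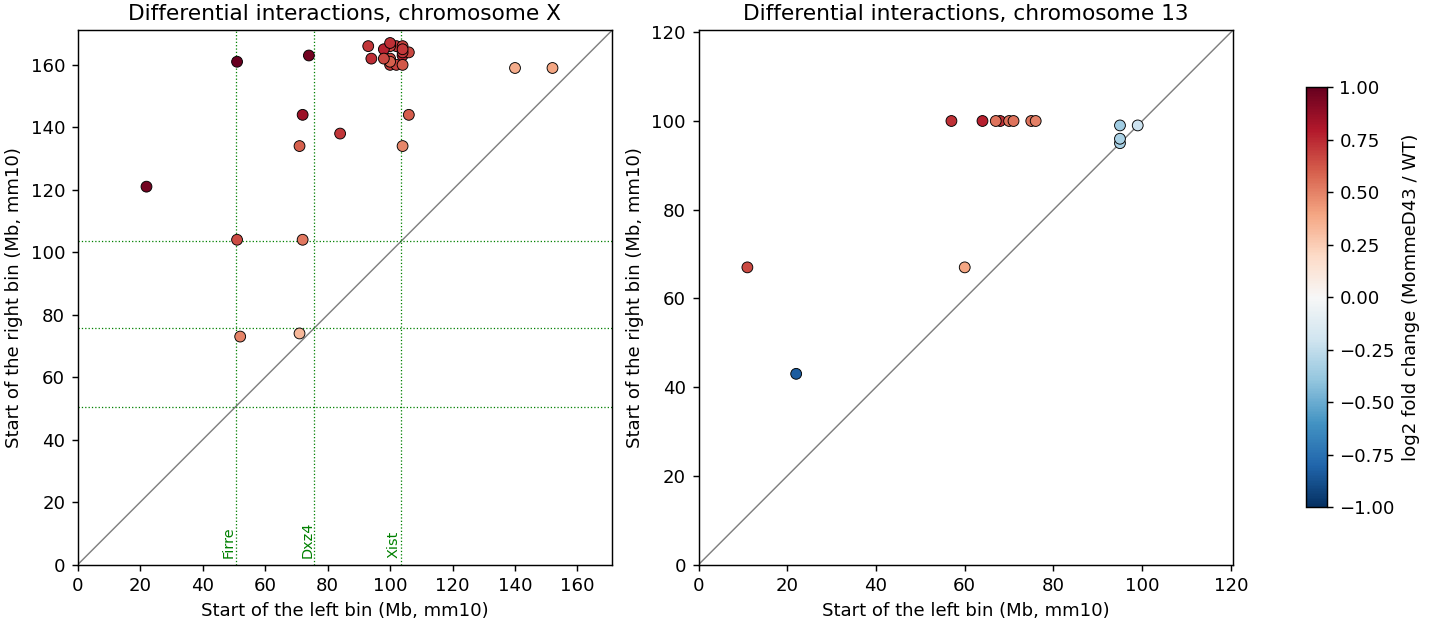
Differential interactions of the X chromosome (left) and chromosome 13 (right), each point placed at the starts of its left bin (x axis, Mb) and right bin (y axis, Mb) and coloured by log2 fold change (MommeD43 over WT), with the diagonal in grey and *Firre*, *Dxz4* and *Xist* as dotted lines. The X points are all red, and 8 chromosome 13 points share the right bin at 100 Mb.

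*Xist*, *Firre* and *Dxz4* (annotated as *4933407K13Rik*, mm10 X chromosome 75725458 to 75764699) are loci of the inactive X chromosome. None of the 3 was in a bin of the table, and each lay 1 bin away from one.

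SMCHD1 targets include clustered gene families. In the table, 3 interactions had an anchor with a *Hox*, *Pcdh*, *Olfr* or *Krt* gene, against a mean of 3.69 in random placements (one-sided placement permutation test, p = 0.723, adjusted p = 0.723). Placements stayed on the chromosomes of the interactions. None could reach the clustered protocadherins of chromosome 18, which had 0 interactions. Most of the mean came from *Olfr* genes (2.72). *Hox* alone had 1 interaction against a mean of 0.0744 (one-sided placement permutation test, p = 0.0723). The pooled test therefore says little about *Hox* genes or the clustered protocadherins. The *Hoxb* cluster bin (chromosome 11, 96000000 to 96999815) was weakened in its contacts with the bin 82000049 to 83000090, which lists *Ccl* and *Slfn* genes and lies 14.0 Mb away, with 28.8 denominator degrees of freedom against 47.2 for most interactions (log2 fold change −0.68, approximate SE 0.134, p = 1.84e-05, FDR 0.0715 in the authors' deposited table). The other 2 interactions involved the X chromosome bin starting at 74000205, which lists *Olfr1325*, and were strengthened by 0.34 and 0.96 on the log2 scale in the authors' deposited table. No interaction called at 1 Mb and FDR < 0.1 involved a *Pcdh* or *Krt* gene. At finer resolution, the paper describes contacts of *Hoxb* with the keratin cluster as noticeably weakened in MommeD43 cells. By DNA fluorescence in situ hybridization, it also reports fewer contacts of *Hoxb* with an olfactory receptor cluster, a change its Hi-C did not call. Absence from the calls used here therefore does not show that such contacts were unchanged.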

Values the study reported

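The study reported 61 interactions that differed significantly between *MommeD43* and control NSCs at FDR < 0.1 and 1 Mb resolution. It placed 50.8% of them on the X chromosome, each of these being stronger in the mutant cells. It also reported that the changes correlated with those caused by *Smchd1* deletion, with r = 0.64 at 1 Mb resolution and r = 0.60 at 100 kb resolution.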

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

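No paired analysis was possible because the deposited table holds the statistics of the comparison and no values for single libraries. For the same reason the replicate block was not run, single libraries could not be left out, DESeq2 could not be run and other splits of the 6 libraries could not be drawn. Whether any interaction rests on 1 cell line is therefore unknown. The alternatives below were chosen before the data were examined, except for the removal of chromosome 13 or the X chromosome and the merging of touching bins only.

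The number of interactions depended on the thresholds. It fell from 61 (47 strengthened, 14 weakened) to 14 (9 and 5) at FDR < 0.05 and to 2 (0 and 2) at FDR < 0.01. A Bonferroni limit of 0.05 left 3 interactions (0 strengthened, 3 weakened). No interaction had an absolute log2 fold change of at least 1 (0 strengthened, 0 weakened), although all 61 had an unadjusted p-value of at most 4.38e-05. Merging neighbouring bin pairs with a gap of at most 1 bin left 41 interactions, with 29 strengthened and 12 weakened, and merging only touching bins left 49.

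The X chromosome's share stayed above its expected share at FDR < 0.05 (35.7%), after merging (43.9%), without pairs under 2 Mb apart (58.5%) and without the interactions at or below 0.19 log2 CPM (48.9%). At FDR < 0.01 it reversed to 0%, with only 2 interactions left, both on chromosome 13. The difference in direction between the X chromosome and autosomes kept its sign under each alternative that could be computed. At FDR < 0.05 it was 55.6 percentage points, and the test could not have passed with the interactions left, so its failure there shows no weaker difference.

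Strengthened interactions were longer under each alternative that could be computed, but the difference did not pass the test within autosomes (0.56 on the log10 scale). The larger change on the X chromosome did not pass the test at FDR < 0.05 (difference 0.33), after merging (0.039) or without pairs under 2 Mb apart (0.033). The lower abundance on the X chromosome did not pass under the same alternatives (differences of −2.42, −0.50 and −0.29 log2 CPM). Both differences passed without the interactions at or below 0.19 log2 CPM (0.27 for size, −2.22 log2 CPM for abundance). Both also passed among strengthened interactions only (0.14 and −0.52 log2 CPM). The comparisons of distance, size and abundance could not be made at FDR < 0.01, where no X-linked and no strengthened interaction remained. The test of shared bins passed under each alternative run, including the removal of chromosome 13 or of the X chromosome. Its pass at FDR < 0.01 shows no stability, since the only interactions left were neighbouring bin pairs of chromosome 13 with a bin in common. The test of gene families passed under none, but this shows no stability at FDR < 0.05 and FDR < 0.01, where 0 such interactions were left and the test could not pass, and little without *Pcdh* or *Krt*, which had 0 interactions. In all, 46 of 68 alternative values were unchanged in this sense, 13 counts moved by more than 1.5-fold, 8 tests no longer passed (the 1 that could not pass included) and 1 reversed. The cause of these changes was not tested, and the stricter thresholds and merging also leave fewer interactions to test.

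Of the 15 interactions named by rule, 10 passed an FDR of 0.05, 2 passed 0.01 and 3 passed the Bonferroni limit. Depth per library is unknown. The 11 interactions with an average below 0 log2 CPM had absolute log2 fold changes of at least 0.705 in the authors' deposited table.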

Other observations

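Tests of GC content, MboI site number and repeated sequence on the X chromosome, of spanning *Dxz4* and of abundance were fixed before their results were seen, and the other tests were chosen after.

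One candidate explanation for the uniform strengthening on the X chromosome is a larger share of X-linked read pairs in the MommeD43 libraries, for example from loss of an X chromosome in a WT line. A rise of that kind would reach pairs at every distance, including same-bin and adjacent pairs, where autosomal changes as small as 0.21 (log2) were called. The table had 0 X-linked pairs in the same or adjacent bins, which goes against a larger share of all read pairs from the X as large as the X-linked changes listed, although a smaller one is not excluded. The 30 X chromosome bins of the table had a higher median GC content than the other 137 (40.4% against 38.7%, permutation p = 0.000540), fewer MboI sites (2483 against 2646, p = 0.000920) and a lower share of 75-base words repeated on the chromosome (6.56% against 8.90%, p = 0.00566). The last goes against reads shared between repeats. If a GC or site-number bias between genotypes caused the strengthening, autosomal strengthened interactions would also have higher GC content or fewer sites than weakened ones. Their median GC content was lower by 0.88 percentage points (permutation p = 0.225) and they had 88.3 more sites (p = 0.0771), so neither bias was seen, but the autosomal set is small and draws on few bins. The X-linked pattern therefore cannot be fully told apart from the sequence composition of its bins. The authors' LOESS normalization could not be re-examined from the table either. A biological effect of the mutation on the inactive X chromosome remains a hypothesis, since the reads were not split by allele here.

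Chromosome 13 held 15 of the 30 autosomal interactions, and 8 of them shared the bin at 100000155 to 100999677. On chromosome 13 alone, placing its interactions at random gave as many on 1 bin with p = 0.0001 (one-sided placement permutation test), the smallest that 10000 placements can give. The chromosome was chosen because this bin had been seen, and neighbouring partner bins were placed as if independent, so this value cannot decide whether the pattern arose by chance. With neighbouring bin pairs merged, the most interactions on 1 bin of any chromosome was 4 (one-sided placement permutation test, p = 0.0141). This argues against neighbouring pairs counted several times as the whole source of shared bins in the table. The merged test was not run on chromosome 13 alone. Extra copies of the whole bin at its own position in the MommeD43 lines would strengthen its same-bin and adjacent pairs as well, and 0 of these 3 pairs were in the table. A gain of part of the bin, or a copy placed elsewhere, was not tested. Gain or loss of a whole chromosome 13 would move its interactions one way, and 5 of the 15 were weakened. The bin was at the 86.4th percentile of chromosome 13 bins for words repeated on the chromosome, below the 95th percentile set as the limit, and repeats shared with other chromosomes were not searched. The pattern cannot be told apart from reads shared between repeated sequences of the bin and other places. Nor can it be told apart from differences between the cell lines that go with genotype, since the labels give no litter or batch.

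The bin at 94999721 to 95999718 on chromosome 13 took part in 3 weakened interactions, at distances of 0, 1 and 4 Mb. Their log2 fold changes, −0.32, −0.33 and −0.35 in the authors' deposited table, did not differ beyond their approximate SEs (heterogeneity p = 0.935, weighted mean −0.33). The bin was chosen for its 3 weakened pairs, and its pairs that did not pass the threshold, among them 1 of its 2 adjacent pairs, are absent from the table. The value therefore cannot separate fewer read pairs from the bin at every distance from a local change in folding.

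It was asked whether the X-linked changes may lie across *Dxz4*, the boundary between the large domains of the inactive X chromosome. Of the 31 X-linked interactions, 7 spanned *Dxz4*, 22 lay wholly distal to it and 2 wholly proximal. Placements at the same distances spanned it 16.3 times on average, so the count was not higher (one-sided placement permutation test, p = 0.9999) and was lower (p = 0.000200). After neighbouring bin pairs were merged, 7 of 18 spanned it against a mean of 8.73 in placements (one-sided placement permutation test for fewer, p = 0.223). A candidate explanation for the deficit is therefore that neighbouring pairs were counted several times, as in the group of 17 between 93000031 to 107000343 and 159999618 to 168000194 on the distal side, although 18 merged interactions also give less power.

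The larger change on the X chromosome may reflect selection by the FDR threshold, since less abundant pairs pass it only with larger changes. Among strengthened interactions, the X-linked and autosomal changes no longer differed once a linear fit on abundance was removed (difference −0.035, permutation p = 0.362). The table therefore does not separate a larger effect on the X chromosome from selection.

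The deposited F statistics and p-values give 47.2 denominator degrees of freedom for 50 of the 61 interactions, and the other 11 had fewer. If the authors fitted only these 6 libraries in 2 groups, 4 of the 47.2 come from the libraries and 43.2 from the spread shared across bin pairs. The table does not show which libraries were fitted. The lowest number of degrees of freedom was 28.3, for contacts within chromosome 8 bin 15999916 to 16999987. It was singled out after its value was seen. The next was 28.8, for the *Hoxb* interaction on chromosome 11. With 47.2 degrees of freedom the p-value of the *Hoxb* interaction would be 5.48e-06 in place of 1.84e-05. edgeR lowers this number for features whose spread between libraries is unusual when its robust option is used, and whether the option was used is not stated.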
